A study of Danio rerio with 6 samples. Its data were reported in "The innate immune regulator MyD88 dampens fibrosis during zebrafish heart regeneration" (2024).

How the data were processed

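Endocardial cells, the cells that line the inside of the heart, were sorted by fluorescence from cryoinjured ventricles of adult zebrafish that carried the ET(krt4:EGFP) enhancer trap line, in which the endocardium expresses EGFP. Ventricles were collected 96 hours post cryoinjury (hpci). Each library came from a pool of 4 ventricles, and there were 3 libraries from myd88+/+ fish and 3 from myd88-/- fish. Genotypes were taken from the sample labels. The labels give no collection time of day, sequencing run or clutch, so no batch could be set against the genotype.

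Per the study's methods and the sample labels, the authors purified polyadenylated RNA, trimmed the reads with Trimmomatic, aligned them with STAR to the danRer11 genome, and assigned them to exons with featureCounts. Before this step Picard had taken out duplicates and reads from rRNA, from mitochondria or with more than 1 place in the genome. A read that fell on more than 1 gene was not counted for any. The authors then normalized the counts with DESeq2. Whether the counting used strand is not stated, so genes that overlap another listed gene are named as such where they are reported. Removal of duplicates limits how high a very abundant short transcript can be counted, and removal of multimapping reads lowers the values of near-identical gene copies.

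The deposited values are a score, namely gene counts that the authors divided by a size factor for each library and rounded to whole numbers. This was read from the values themselves. Among low whole numbers, 4, 1 and 1 were held by no gene in the 3 myd88+/+ libraries, where neighbouring numbers predict 211.5, 35.5 and 44.5 genes, and in the 3 myd88-/- libraries single whole numbers held about as many genes as 2 neighbours together, as rounding of counts divided by a factor below or above 1 produces. A factor was fitted to these positions by maximum likelihood, and the fit was tested on simulated data, where its error was at most 9.7e-04. The fitted factors ran from 0.975 to 1.03. The values summed to between 11136966 and 11847536 per library, and the sums multiplied by the factors gave an estimate of 11427422 to 11777636 counted reads per library, a ratio of 1.03 between the highest and the lowest. At such factors a value is close to a count of reads: counting error alone is about 31.6% at a value of 10 and 3.16% at a value of 1000. Since the decimals were rounded away, exact counts were not used. The table lists 17835 genes, 16980 of them protein-coding, and each reaches a value of at least 6 in at least 1 library. All 6 columns of values were used. Gene symbols, identifiers and coordinates are those of the deposited table, on danRer11. Of the 17835 identifiers, 17028 were found in a separate table of gene names, and 6436 of these had the same symbol there. Lists were matched on the deposited symbols alone, which were not checked further.

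The design had been written for raw counts and a quasi-likelihood count test. Because the values turned out to be normalized and rounded, limma was used instead, version 3.58.1 in R 4.3.3, on log2(value + 1), with lmFit and eBayes with an intensity trend, genotype as the only term and no further scaling. Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with low values. The genes tested were the 16383 with a mean value above 5 over the 6 libraries. A gene was past the study's criteria when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change exceeded 1.5 in either direction (0.58 on the log2 scale), the limits that the study set. Adjusted p-values of single genes below are from this limma model.

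For groups of genes, 17 lists were tested with limma's camera at a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the 17 lists, and with fry and camera with an estimated correlation beside it. The lists were the study's fibrosis, immune, and PI3K and MAPK genes, gene families chosen by name alone, and markers of cell types. The fibrosis genes had been defined in separate single-cell data, whereas the immune and the PI3K and MAPK genes had been displayed by the study as lower in these libraries and are not independent evidence. myd88 was left out of every list. Similarity of libraries was measured by Spearman correlation of log2(value + 1) over the genes tested, with an exact two-sided permutation test over the 10 splits of the 6 libraries, which cannot give a p below 0.1.

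Genes named one by one were fixed by rule: myd88, cxcl18b, col1a2, acta2, postna, pcna, mpx, mpeg1.1, cdh5, pik3r1 and cdkn1a whatever their values, members of the lists that passed the criteria, and the 6 genes with the largest fall and the 6 with the largest rise among those past the criteria with a mean value of at least 50, a symbol without a colon and no overlap between the genotypes. Any other gene named was chosen after its values were seen. Groups, thresholds, lists, this rule and most alternatives were fixed before the data were examined, whereas limma on log2(value + 1), for genes and as the input of the list tests, was chosen after the unit of the values had been seen. mpx is not analysed here, since the table used does not list it.

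The gene test and the list test were tested on simulated data, with counts drawn for the 16383 genes around the real means and 200 genes changed. The gene test recovered 84.0% of the changed genes and 94.5% of those changed 4-fold, and 1.18% of its calls were unchanged genes. The list test found the changed set and none of the 16 unchanged sets. Counts of each simulated gene were drawn independently, with a spread smoothed over mean expression. Correlated genes and a library that deviates as a whole were therefore not tried, and real error rates can be higher. Replicate libraries were compared pair by pair, and the chi-square per degree of freedom was between 13.5 and 33.5 within genotypes, so no library was a copy of another. Alternatives tried were scaling to equal totals, TMM scaling computed from the values, limma-voom, other filters, pseudocounts and thresholds, a replicate block, leaving out each library in turn, and leaving out genes near myd88. The closing section gives their effect. Python 3.11.15 and Matplotlib 3.10.9 were used for the size factors and the plots.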

Results

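To find which genes depend on MyD88, an adaptor protein of Toll-like receptor signalling, in the injured endocardium, RNA was sequenced from krt4:EGFP+ cells sorted from myd88+/+ and myd88-/- ventricles at 96 hpci, with 3 pools of 4 ventricles per genotype. Normalized read counts summed to 11714481 ± 164535 (SD, n = 3) in myd88+/+ libraries and to 11239776 ± 105864 (SD, n = 3) in myd88-/- libraries. The 10 most abundant genes of a library held between 7.35% and 7.83% of its sum, so no library was dominated by a few genes.

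Libraries were compared first as wholes. The mean Spearman correlation was 0.977 within genotypes, with a range of 0.969 to 0.983, and 0.972 between genotypes, with a range of 0.967 to 0.977. One library went the other way: myd88-/- replicate 3 had a mean correlation of 0.9691 with its own genotype and 0.9707 with myd88+/+ libraries. The exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The first principal component held 30.99% of the variance and the second 25.2%. The first did not separate the genotypes, because myd88-/- replicate 3 lay at -25.0 on the first component, among the myd88+/+ libraries, which lay between -38.4 and -5.35, while the other myd88-/- libraries lay at 38.2 and 47.5. On the second component the myd88+/+ libraries lay between -33.6 and -5.78 and the myd88-/- libraries between 0.553 and 54.97. In 252 genes this library was more than 2-fold above each of the other 5, against 13 to 37 genes for each other library.

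The mutated gene itself was examined next. myd88 (ENSDARG00000010169) lies on the minus strand of chromosome 24 from 20188914 to 20192996. Its normalized counts were 1305, 1149 and 1070 in myd88+/+ libraries and 817, 575 and 849 in myd88-/- libraries, so that each mutant library was below each wild-type library. The log2 fold change was -0.67 ± 0.17 (SE), with an unadjusted limma p of 0.00347 and an adjusted p of 0.150, and myd88 was not past the criteria. Leaving out 1 library at a time gave a log2 fold change of -0.77 to -0.49.

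Of the 16383 genes tested, 115 were past the criteria. Of these, 23 were higher and 92, or 80.0%, were lower in myd88-/- cells. In all 115 the genotypes did not overlap, which was also so for 2961 (18.1%) of all genes tested, where chance gives 10%. An unadjusted p under 0.05 was reached by 2157 genes. The median log2 fold change over the genes tested was 0.01. The count depended strongly on the threshold and on single libraries: 24 genes passed a test against a 1.5-fold change, 28 passed without myd88+/+ replicate 2, and 255 passed without myd88-/- replicate 3.

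**Figure D1:**
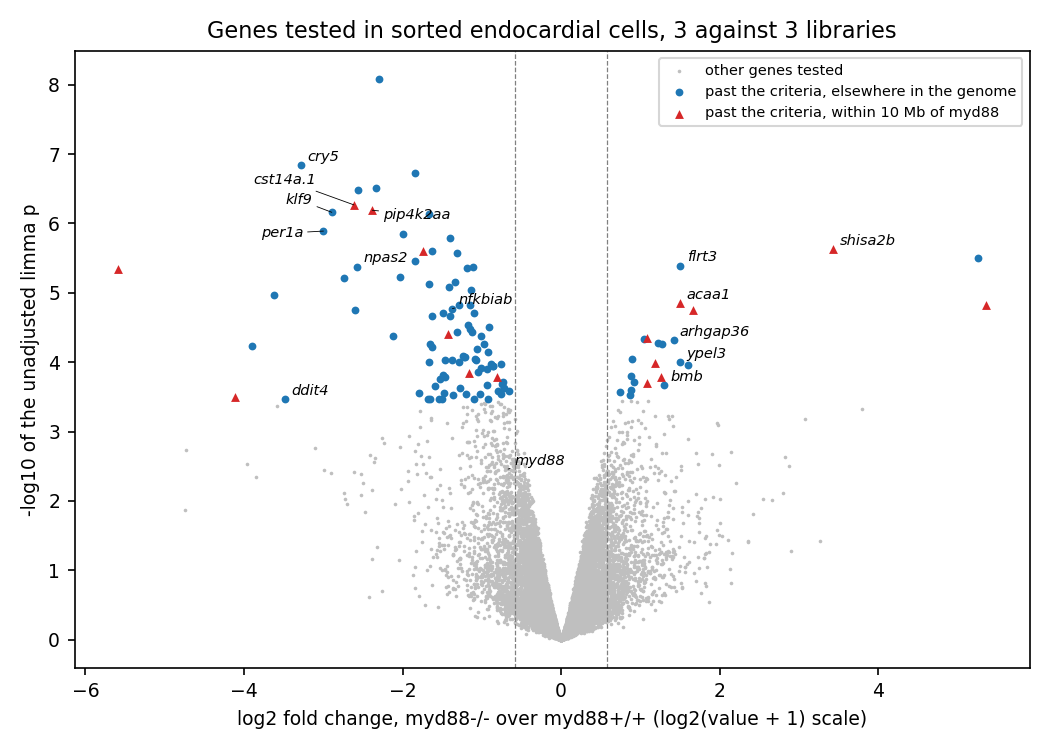
Log2 fold change of each gene tested (horizontal axis, log2(value + 1) scale) against -log10 of its unadjusted limma p (vertical axis), with dashed lines at a 1.5-fold change. The 115 genes past the criteria are coloured, 92 on the left and 23 on the right, and 16 of them, drawn as red triangles, lie within 10 Mb of myd88.

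Among the genes that the naming rule allows, the largest falls were those of ddit4, cry5, per1a, klf9, cst14a.1 and npas2. For ddit4 (ENSDARG00000037618, chromosome 12, 48340133 to 48342259) the normalized count was 4668 ± 3529 (SD, n = 3) in myd88+/+ and 413 ± 335 in myd88-/- libraries, a log2 fold change of -3.48 ± 0.62 (SE) with a limma adjusted p of 0.0489. Although its change was the largest of these, its spread was wide, and its limma adjusted p was 0.0593 with libraries scaled to equal totals and ran from 0.00535 to 0.205 over all alternatives. The cryptochrome family gene cry5 (ENSDARG00000019498, chromosome 10, 39264802 to 39283883) went from 240.3 ± 13.01 to 24.3 ± 5.86 (SD, n = 3), with a log2 fold change of -3.27 ± 0.22 and a limma adjusted p of 0.00104. Its span overlaps foxred1 on the other strand, and reads shared by both genes were left out of the counts. The normalized count of per1a (chromosome 10, 22809715 to 22831611) went from 347 ± 25.0 to 44.7 ± 18.5 (SD, n = 3). The log2 fold change was -2.89 ± 0.24 for klf9 (chromosome 5, 26075230 to 26078165) and -2.57 ± 0.26 for npas2 (chromosome 5, 22791686 to 22830724). The cystatin gene cst14a.1 (chromosome 24, 20916751 to 20918412) fell by 2.61 on the log2 scale. It lies 0.727 Mb from myd88, overlaps CR450812.1 and has a neighbouring family member, cst14a.2, and multimapping reads had been removed from the counts.

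By the same rule, the largest rises were those of shisa2b, ypel3, flrt3, acaa1, arhgap36 and bmb. For shisa2b (ENSDARG00000088232, chromosome 24, 21346796 to 21361501) the normalized count was 9.67 ± 3.79 (SD, n = 3) in myd88+/+ and 111 ± 19.9 in myd88-/- libraries, a log2 fold change of 3.44 ± 0.33 (SE) with a limma adjusted p of 0.00271. It lies 1.16 Mb from myd88. The acyltransferase gene acaa1 (chromosome 24, 20325312 to 20332460), 0.138 Mb from myd88, went from 148 ± 31.4 to 416 ± 28.0 (SD, n = 3). The log2 fold changes of the others were 1.51 ± 0.23 for ypel3 on chromosome 3, 1.51 ± 0.15 for flrt3 on chromosome 13, 1.42 ± 0.20 for arhgap36 on chromosome 7 and 1.30 ± 0.22 for bmb on chromosome 25. flrt3 overlaps macrod2 and bmb overlaps faap24. Among the 21 genes past the criteria that the naming rule gave, cry5, per1a, klf9, cst14a.1, npas2, shisa2b, flrt3 and pip4k2aa stayed past them whichever library was left out, and the other 13 did not in at least 1 of the 6 fits.

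Genes past the criteria were not spread evenly over the chromosomes. Chromosome 24, which carries myd88, held 22 of the 115 among its 438 genes tested. Within 10 Mb of myd88, 16 of 211 genes tested (7.58%) were past the criteria, against 0.612% of genes tested elsewhere (two-sided Fisher's exact test, odds ratio 13.3, p = 1.58e-12, with neighbouring genes taken as independent). Of the 16, 8 were higher and 8 lower in myd88-/- cells. Without myd88+/+ replicate 2 the number within 10 Mb was 5, and without myd88-/- replicate 3 it was 18.

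**Figure D2:**
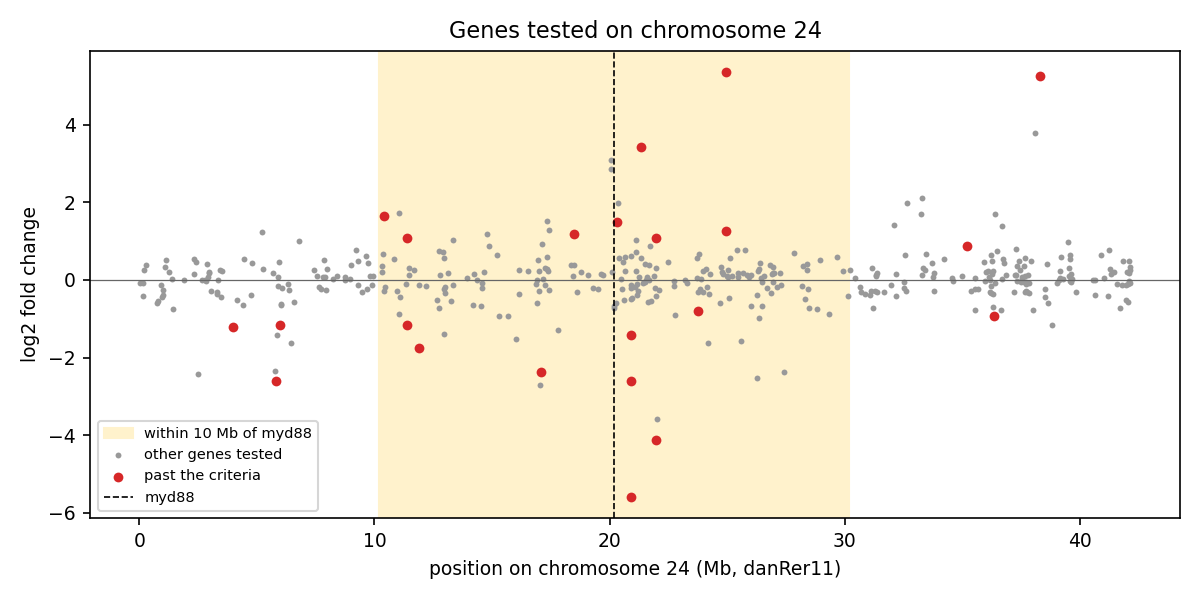
Log2 fold change (vertical axis) of the 438 genes tested on chromosome 24 by their position in Mb on danRer11 (horizontal axis), with genes past the criteria in red, myd88 as a dashed line and the region within 10 Mb of it shaded. The shaded region holds 16 of the 22 red points, 8 above and 8 below 0.

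Whether the fibrotic programme was raised in the mutant endocardium was then asked with 11 fibrosis genes that the study had used to define collagen-rich endocardial cells. Their median log2 fold change was -0.13, with 10 of 11 lower and 1 higher, and the camera adjusted p was 0.0728. With libraries scaled to equal totals the median was -0.07 and the camera adjusted p 0.0879. Adjusted over the list alone, 1 gene had an adjusted p under 0.05, as it did over all genes tested. That gene was gstm.3 (chromosome 8, 25302172 to 25307014), with 3549 ± 114 (SD, n = 3) in myd88+/+ and 1728 ± 313 in myd88-/- libraries and a limma adjusted p of 0.0181. Without myd88+/+ replicate 1 the camera adjusted p of the list was 0.00768, again toward lower values with a median of -0.26, and it reached 0.482 in the other fits that left out 1 library. The normalized count of col1a2 (chromosome 19, 40983221 to 41002980) was 74044 ± 11220 (SD, n = 3) in myd88+/+ and 67299 ± 7869 in myd88-/- libraries, a log2 fold change of -0.13 ± 0.20 with a limma adjusted p of 0.818. The change of col1a2 was -0.26 without myd88+/+ replicate 1 and -0.05 without myd88+/+ replicate 2. It overlaps si:ch211-120e1.7 on the other strand. For postna (chromosome 10, 25762196 to 25817854) the change was 0.11 ± 0.19, and it became -0.04 without myd88-/- replicate 2 and 0.31 without myd88-/- replicate 3. For acta2 (chromosome 12, 17100021 to 17116481) the counts were 1019, 2109 and 8190 in myd88-/- libraries, the last of them in replicate 3. Its log2 fold change of -0.41 ± 0.63 became 0.26 without myd88-/- replicate 1 and -1.24 without replicate 3, so the direction rested on single libraries. These differences were smaller than the spread between replicates.

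All 35 collagen genes tested had a median of -0.18 (27 lower, 8 higher, camera adjusted p 0.0728), and none passed the criteria, while 4 had an unadjusted p under 0.05 and 0 were under 0.05 adjusted over the list alone. Without myd88-/- replicate 3 the camera adjusted p was 1.52e-04 and without myd88+/+ replicate 2 it was 0.0369, both toward lower values, while the highest value with 1 library left out was 0.681. The median was -0.47 without myd88-/- replicate 3 and -0.10 without myd88-/- replicate 2. By gene set enrichment on these libraries, the study reported that genes regulating the response to TGF-beta were raised. That gene set was not tested here. In the list of 31 TGF-beta pathway genes, 15 were lower and 16 higher (camera adjusted p 0.984). Its camera direction was toward lower values and changed without myd88+/+ replicate 3 (0.871) and without myd88-/- replicate 2 (0.967). Adjusted over the list alone, 2 had an adjusted p under 0.05, and 1 over all genes tested, smad3a (chromosome 7, 34102661 to 34149263), which fell by 0.73 ± 0.12 (SE) on the log2 scale with a limma adjusted p of 0.0355.

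The question of immune gene expression was addressed with 16 immune genes that the study had picked from these libraries. All 16 were lower, with a median log2 fold change of -0.85 and a camera adjusted p of 1.55e-09. Because this preset correlation can be too small for co-expressed genes, the other tests are given once for all lists. Of the 17 lists, only the PI3K and MAPK list of the study had an adjusted p under 0.05 under fry (7.36e-04) and under an estimated correlation (0.0187). The immune list had 0.0636 and 0.201, the Toll-like receptor and NF-kB list 0.0707 and 0.283, and the macrophage list 0.705 and 0.822. Adjusted over the list alone, 12 of the 16 immune genes had an adjusted p under 0.05, which is not independent evidence, and 2 did over all genes tested. These were nfkbiab (chromosome 17, 12942021 to 12949754), with 5062 ± 1042 (SD, n = 3) against 1932 ± 139 and a log2 fold change of -1.37 ± 0.17, and grnb, with -0.92 ± 0.13, which lies on chromosome 24, 16.2 Mb from myd88.

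Genes around MyD88 chosen by name alone gave another picture. In the 35 Toll-like receptor and NF-kB genes the median log2 fold change was 0.29, with 27 higher and 8 lower (camera adjusted p 0.00348), and it was 0.19 without myd88-/- replicate 1 (0.0189). Adjusted over the list alone 2 had an adjusted p under 0.05, and over all genes tested only nfkbiab, a member that fell. The chemokine gene cxcl18b (ENSDARG00000075045, chromosome 1, 49222164 to 49225890), which the study placed downstream of MyD88 after injury, had counts of 2116, 1636 and 828 in myd88+/+ and 2016, 1899 and 2221 in myd88-/- libraries. Its log2 fold change was 0.52 ± 0.29 (SE) with a limma adjusted p of 0.485, a difference within the spread of the myd88+/+ replicates, and it was 0.13 without myd88+/+ replicate 3 and 0.81 without myd88+/+ replicate 1.

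For PI3K/AKT and MAPK signalling, the 11 genes that the study had displayed were all lower. Their median log2 fold change was -0.99 (camera adjusted p 2.12e-14). All 11 had an adjusted p under 0.05 adjusted over the list alone, which again is not independent evidence, and 4 did over all genes tested. pik3r1 (chromosome 5, 54765702 to 54792239) went from 1451 ± 29.7 to 860.0 ± 119 (SD, n = 3), a log2 fold change of -0.76 ± 0.13 with a limma adjusted p of 0.0448. With libraries scaled to equal totals its limma adjusted p was 0.0603, and it ran from 0.0161 to 0.240 over all alternatives. cdkn1a (chromosome 22, 603382 to 607812) fell by 1.08 ± 0.16 and map4k2 on chromosome 7 by 0.76 ± 0.12 on the log2 scale. In this list pip4k2aa (chromosome 24, 17068724 to 17127833), a gene 3.09 Mb from myd88, had the largest change and fell by 2.38 ± 0.19 on the log2 scale. With pathway genes taken by name, 63 PI3K/AKT genes had a median of -0.02 (33 lower, 30 higher, camera adjusted p 0.234). Names alone decided membership, so these include tsc22d1 (0.29), tsc22d2 (0.07) and tsc22d3 (-0.57), whose place in the pathway was not checked. tsc22d3 is also in the list of glucocorticoid receptor targets below. The 72 MAPK genes had a median of 0.04 (30 lower, 42 higher, camera adjusted p 0.778). Their camera direction was toward lower values, against the sign of the median. It turned toward higher values without myd88-/- replicate 2 (0.875), where the median was 0.12. Adjusted over the list alone, 8 of the PI3K/AKT genes and 2 of the MAPK genes had an adjusted p under 0.05. Over all genes tested 3 and 1 did, of which only pik3ip1 (chromosome 5, 20866572 to 20879527), which fell by 0.89 ± 0.14 on the log2 scale, was outside the study's list.

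**Figure D3:**
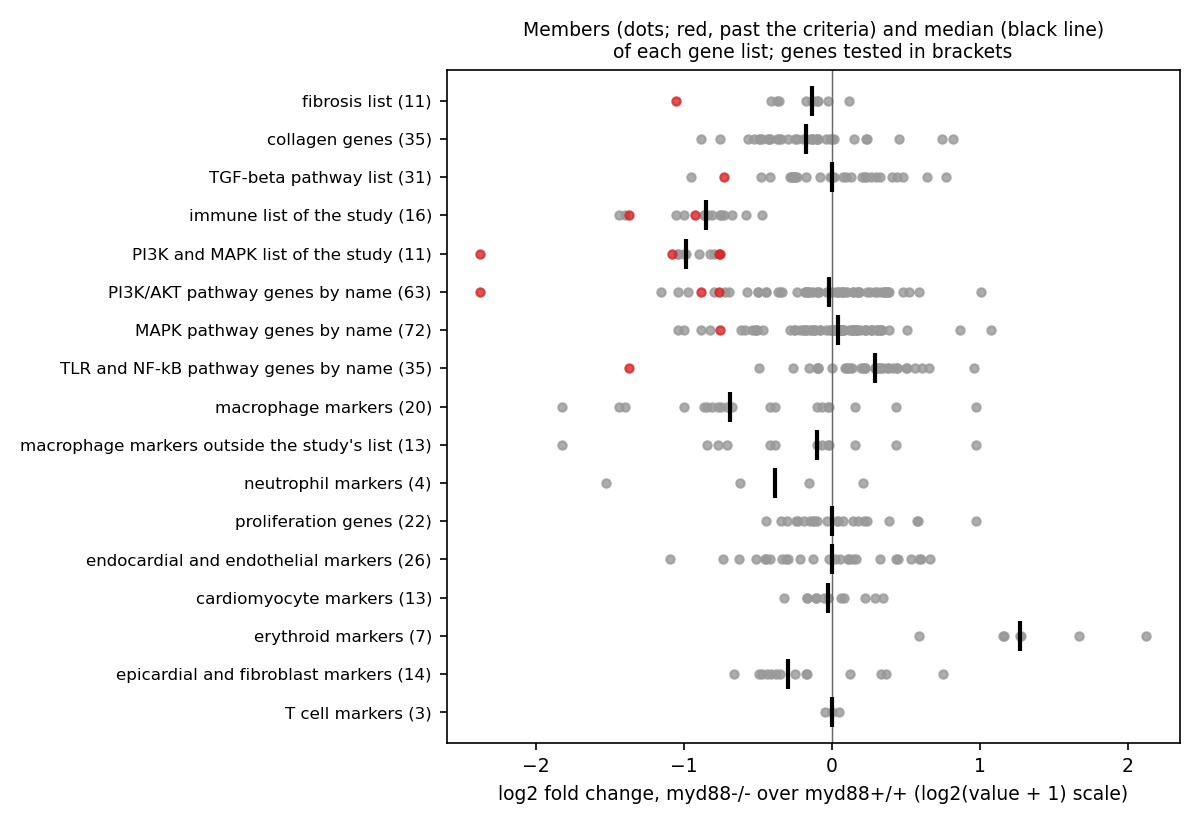
Log2 fold change (horizontal axis, log2(value + 1) scale) of each tested member of the 17 gene lists (dots, red where past the criteria), with the list's median as a black line and the number of genes tested in brackets. The study's immune and its PI3K and MAPK genes lie wholly to the left of 0, with medians of -0.85 and -0.99, whereas the 63 PI3K/AKT genes taken by name lie on both sides.

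The study found a lower share of PCNA-stained endocardial cells in mutants, in a narrow strip of the injured tissue. Proliferation genes were examined here as RNA of sorted cells from whole ventricles, where a change in that strip may be diluted. Of 22 tested, 11 were higher and 11 lower (camera adjusted p 0.984), and 0 had an unadjusted p under 0.05. Without myd88+/+ replicate 1 the list was lower with a camera adjusted p of 0.0338, and without myd88-/- replicate 2 it was lower with 0.470. pcna (chromosome 10, 40821804 to 40826657) had 3041 ± 715 (SD, n = 3) in myd88+/+ and 2524 ± 264 in myd88-/- libraries, a log2 fold change of -0.24 ± 0.19 with a limma adjusted p of 0.616. This change was -0.45 without myd88+/+ replicate 1 and -0.11 without myd88+/+ replicate 2.

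Markers of cell types were compared to ask what the sorted pools held. In the 26 endocardial and endothelial markers, 13 were lower and 13 higher (camera adjusted p 0.962, and 0.641 with the other direction without myd88-/- replicate 2). cdh5 (chromosome 7, 44445595 to 44471544) fell by 0.63 ± 0.24 (SE) on the log2 scale with a limma adjusted p of 0.316, and its log2 fold change was -0.42 without myd88+/+ replicate 3. The 20 macrophage markers had a median of -0.69, with 17 lower and 3 higher (camera adjusted p 8.21e-04), and 7 of them are also in the study's immune list. The 13 macrophage markers outside that list had a median of -0.10, with 10 lower (camera adjusted p 0.0961), which was 0.00133 without myd88+/+ replicate 3 and 0.0273 without myd88-/- replicate 3, with 0.574 as the highest value of such fits. Their median changed sign with single libraries: it was -0.65 without myd88+/+ replicate 3, 0.09 without myd88+/+ replicate 2 and 0.17 without myd88-/- replicate 1. The median of all 20 was -0.38 without myd88+/+ replicate 2. mpeg1.1 (chromosome 8, 29710110 to 29713621) had 252.3 ± 86.0 (SD, n = 3) against 189 ± 69.2, a difference smaller than the spread between replicates (limma adjusted p 0.601). Its log2 fold change of -0.42 was -0.70 without myd88-/- replicate 3 and -0.17 without myd88+/+ replicate 2. Only 4 of 13 neutrophil markers passed the expression minimum, with a median of -0.39 (camera adjusted p 0.234), which was -0.68 without myd88+/+ replicate 3 and -0.09 without myd88+/+ replicate 2. The 13 cardiomyocyte markers lay between -0.32 and 0.35, with a median of -0.03 (camera adjusted p 0.962), and without myd88+/+ replicate 1 the list was lower with 0.0402. Its camera direction was toward higher values when myd88+/+ replicate 2 or 3 or myd88-/- replicate 1 or 3 was left out, with camera adjusted p-values of 0.496, 0.871, 0.588 and 0.920. The 7 erythroid genes were all higher, with a median of 1.27 (camera adjusted p 0.0697), on low counts that reached 226 at most and in which myd88+/+ replicate 3 was at 7 or below. The adjusted p was 6.98e-04 without myd88+/+ replicate 2, where the median was 2.06. It was 0.0264 without myd88+/+ replicate 1 and 0.0189 without myd88-/- replicate 1, and 0.678 without myd88+/+ replicate 3, where the median was 0.30. The 14 epicardial and fibroblast markers had a median of -0.30 (camera adjusted p 0.247), and 0.0105 without myd88-/- replicate 3, with 0.809 as the highest value when 1 library was left out. Their median was -0.57 without myd88-/- replicate 3 and -0.10 without myd88-/- replicate 2. T cell markers were hardly detected, with 3 of 10 tested (camera adjusted p 0.984). Adjusted over the list alone, 5 macrophage markers, 3 of those outside the study's list and 1 neutrophil marker had an adjusted p under 0.05. In the lists of proliferation, endocardial, cardiomyocyte, erythroid, epicardial and T cell genes 0 did, with 12 endocardial markers and 0 genes of the other lists at an unadjusted p under 0.05.

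**Figure D4:**
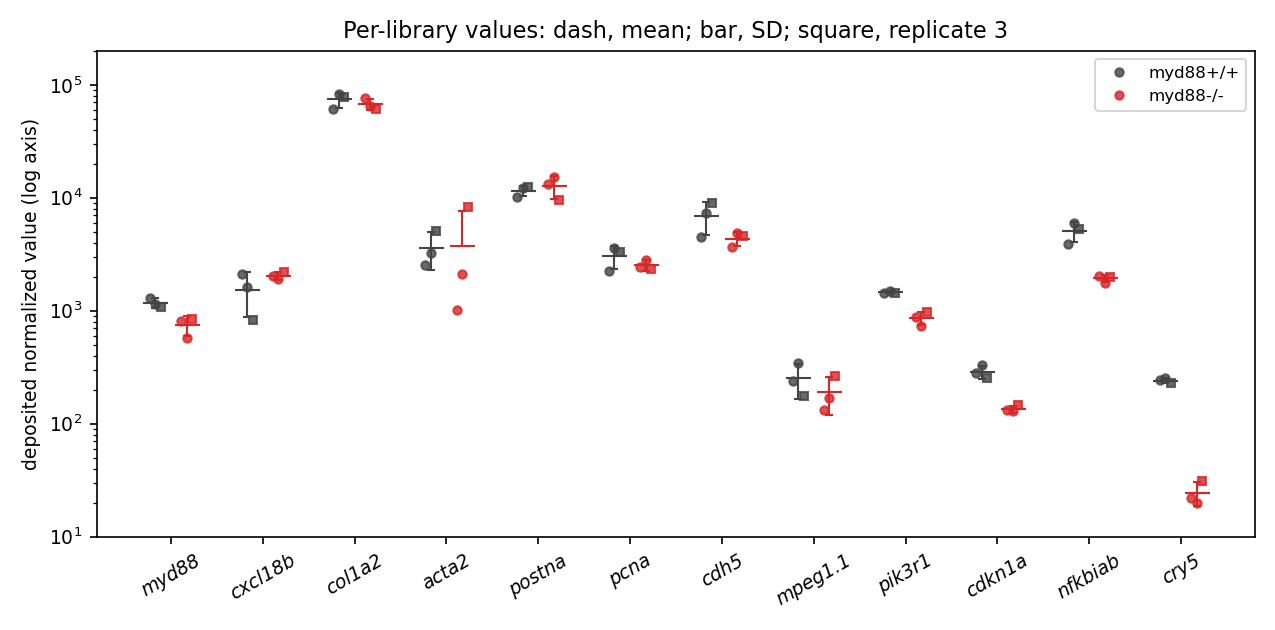
Normalized count (vertical axis, log scale) of 12 genes in each of the 6 libraries, with the mean as a dash and the SD (n = 3) as a bar; squares are replicate 3, and the lower bar of acta2 in myd88-/- libraries is left out because it passes below 0. The genotypes are apart for myd88, pik3r1, cdkn1a, nfkbiab and cry5 and overlap for cxcl18b, col1a2, acta2, postna, pcna, cdh5 and mpeg1.1.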

Values the study reported

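The study called a gene differentially expressed when its mean count exceeded 5, its adjusted p-value was under 0.05 and its log2 fold change went beyond 0.585. For gene set enrichment it reported using 162 sets mapped from Reactome and 3,023 from Gene Ontology, limited to sizes from 5 to 1,000 genes and run with 1,000 permutations.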

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

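The test used for genes, limma on log2(value + 1) in place of a count test, was chosen after seeing the data, as was its use for the lists. The following alternatives were also chosen after seeing the data: TMM scaling, equal totals for lists, pseudocounts 0.5 and 5 for genes, leaving out genes within 10 Mb of myd88, and all alternatives of the number of genes near myd88 and of the clock and glucocorticoid lists. Alternatives fixed in advance that need raw counts (DESeq2's Wald test, DESeq2 size factors in edgeR and edgeR's filterByExpr) were not run, since the values are normalized and rounded.

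The number of genes past the criteria, 115, stayed within 1.5 times under equal totals (99, of which 94 shared), TMM scaling (108, all shared), limma-voom (112), no filter (131), at least 10 in every library (122) and pseudocounts 0.5 (115) and 5 (119). Dropping the fold-change limit changed nothing, since every gene with an adjusted p under 0.05 exceeded it. A test against a 1.5-fold change gave 24 genes (3 higher, 21 lower), an adjusted p under 0.01 gave 41 (6 and 35) and under 0.1 gave 217 (61 and 156). Without the genes within 10 Mb of myd88 there were 82 (13 higher, 69 lower), all of them shared, since 16 genes past the criteria were removed and fewer small p-values entered the adjustment. Across the 6 fits that each left out one replicate the number ran from 28 to 255, with 3 to 39 higher and 25 to 216 lower. The lowest came without myd88+/+ replicate 2 (27 shared) and the highest without myd88-/- replicate 3. Leaving out any of the other 5 libraries lowered the number; the cause of the rise without myd88-/- replicate 3, a library that stood more than 2-fold above the other 5 in 252 genes, was not tested.

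Replicate numbers are shared by the genotypes, but the deviations of same-numbered libraries from their group means correlated at -0.12, 0.13 and -0.14, so the numbers do not pair the libraries. With a replicate block there were 45 genes (6 higher, 39 lower), 43 of them shared, and the collagen genes had a camera adjusted p of 0.0375. No other list changed its call under the block.

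For myd88 no alternative that was run changed the direction or the side of the threshold. The distance between genotypes kept its direction, with differences of 0.00262 to 0.00864 when one replicate was left out, but its test cannot pass 0.05 with 3 against 3 libraries. Of the lists, the immune list of the study lost its call under fry (0.0636) and an estimated correlation (0.201), as did the Toll-like receptor and NF-kB list (0.0707 and 0.283) and the macrophage list (0.705 and 0.822); these tests allow for correlation between genes. The proliferation genes changed direction under equal totals (0.975) and the T cell markers under fry (0.995), and the cause was not tested. Scaling to equal totals also raised the list medians. The median became -0.07 for the fibrosis list and -0.04 for macrophage markers outside the study's list. It changed sign for PI3K/AKT genes by name (-0.02 to 0.04) and for cardiomyocyte markers (-0.03 to 0.03), among others.

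Leaving out one replicate changed the following camera adjusted p-values, given as the lowest and highest of 6 fits: fibrosis list 0.00768 to 0.482, collagen genes 1.52e-04 to 0.681, TGF-beta list 0.819 to 0.981, MAPK genes by name 0.492 to 0.875, macrophage markers outside the study's list 0.00133 to 0.574, proliferation genes 0.0338 to 0.981, endocardial markers 0.351 to 0.920, cardiomyocyte markers 0.0402 to 0.920, erythroid markers 6.98e-04 to 0.678, epicardial and fibroblast markers 0.0105 to 0.809 and T cell markers 0.467 to 0.916. The cause was not tested. The immune list (4.19e-12 to 8.19e-08), the PI3K and MAPK list of the study (3.03e-14 to 1.87e-11), the Toll-like receptor and NF-kB list (0.00191 to 0.0321) and the macrophage list (1.34e-07 to 0.0392) stayed under 0.05 in all 6 fits, and the PI3K/AKT genes by name (0.128 to 0.681) and neutrophil markers (0.0814 to 0.642) stayed above it.

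Of 28 other named genes, acta2 (-1.24 to 0.26) and postna (-0.0388 to 0.31) changed direction when one replicate was left out. Of the 21 past the criteria, 13 lost the call in at least 1 such fit and 12 under at least 1 other alternative, 11 of them under the replicate block. ddit4, pik3r1 and smad3a lost it under equal totals. Counting error alone is about 31.6% at a value of 10, near the level of the T cell markers, which reached 21 at most, and 3.16% at a value of 1000. For the erythroid markers the spread between pools was wider than counting error, with hbaa1 at 55, 143 and 6 in myd88+/+ libraries.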

Other observations

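The test of windows of genes away from myd88 and the check of the depth of myd88-/- replicate 3 were chosen only after the result was seen. The lists of clock genes and glucocorticoid receptor targets were drawn up after the genes with the largest changes had been seen and leave those genes out.

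The number of genes past the criteria was set against other splits of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 115 genes. The other 9 gave 0, with 287 to 1545 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so this count alone does not exclude chance. The authors' scaling is argued against as the whole cause, since scaling to equal totals left 99 genes, of which 71.7% were lower.

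Genes past the criteria gathered around the myd88 locus. The share of genes tested that passed was 12.3% within 2.5 Mb of myd88, 7.27% from 2.5 to 5 Mb, 4.40% from 5 to 10 Mb, 3.03% from 10 to 20 Mb and 0% of 29 genes beyond. Genes tested outside the 10 Mb on each side of myd88 were cut into 64 full windows of 211 genes, in order of position. On chromosome 24 the genes on both sides of that region were joined, so not every window is unlinked to myd88. The windows held at most 6 genes past the criteria, against 16 around myd88. This is what linked differences between the chromosomes that carry the mutant and the wild-type allele would give, and such passenger variants are a candidate explanation for the cluster, in which 8 genes rose and 8 fell. It concerns genes that stand out in these data, among them shisa2b, acaa1, cst14a.1 and pip4k2aa, the member of the study's PI3K and MAPK list that fell most. Only 13.9% of the genes past the criteria lie in this region, and 22 of the 115 lie on chromosome 24 as a whole. Effects of passenger variants on nearby genes alone would therefore not account for most changes. Position cannot decide whether such variants also changed genes elsewhere. The number in the region was 6 with a replicate block and 5 without myd88+/+ replicate 2. An effect of MyD88 loss itself on these neighbours was not tested and stays open, and so does a difference in how reads of one haplotype align to the reference.

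Circadian clock genes, and the cryptochrome family gene cry5, were prominent among the genes that fell. Besides cry5 and per1a, per2 fell from 1420 ± 31.9 to 287 ± 8.62 (SD, n = 3; log2 fold change -2.30, limma adjusted p 1.35e-04), and nr1d1 (-1.67), nr1d2a (-1.67) and bhlhe41 (-1.66) fell as well, while arntl1a rose by 0.89 on the log2 scale. In a list of 19 further clock repressors and output genes, 15 were lower and 7 past the criteria, with a median of -0.80 and a camera p of 3.69e-11. The p was 0.00111 under fry and 0.0341 under an estimated correlation, and between 7.48e-12 and 3.12e-08 when one replicate was left out. A different circadian phase or light exposure of the 2 sets of pools at collection is a candidate explanation. It predicts that activators, which cycle opposite to the repressors, rise. The 4 activators not seen before had a median of 0.11 (3 higher, 1 lower, camera p 0.377), too few genes to decide, and of those seen before arntl1a rose but npas2 fell. Collection times are not given by the labels, so a phase difference cannot be told apart from an effect of the genotype on the clock, which stays open as the biological explanation.

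Several genes known to respond to glucocorticoid also fell, among them fkbp5, from 25182 ± 3248 to 4306 ± 1042 (SD, n = 3; log2 fold change -2.57, limma adjusted p 0.00109), klf9, ddit4, zbtb16a (-2.12) and hsd11b2 (-1.66). Of 22 further receptor targets, 17 were lower, with a median of -0.47 and a camera p of 3.85e-04, and 2 were past the criteria. The p was 0.0790 under fry and 0.198 under an estimated correlation, so lower glucocorticoid signalling in the mutant pools, for instance through handling or time of day, may have contributed but cannot be told apart from other causes: under both tests that allow for correlated genes the list did not pass 0.05.

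The study's immune list was lower, and RNA of immune cells carried along in sorting was weighed as a source. A lower share of every cell type other than the endocardium is argued against, since the cardiomyocyte markers had a median of -0.0296 (-0.18 to 0.08 when one replicate was left out) and none fell below -0.32, with tpm4a (11738 to 18094) the most abundant and myl7 at 4324 to 6690. The other markers limit this: the epicardial and fibroblast markers had a median of -0.30, with 10 of 14 lower and a camera adjusted p of 0.247, which was 0.0105 with a median of -0.57 without myd88-/- replicate 3. The erythroid markers had a median of 1.27, with a camera adjusted p of 0.0697 and 0 genes at an unadjusted p under 0.05. Their median ran from 0.30 without myd88+/+ replicate 3 (0.678) to 2.06 without myd88+/+ replicate 2 (6.98e-04). The camera adjusted p was also under 0.05 without myd88+/+ replicate 1 (0.0264) and without myd88-/- replicate 1 (0.0189). The study counted fewer macrophages and fewer neutrophils in the injured tissue and border zone of mutant ventricles at the same time after injury. Those counts go with fewer immune cells as a source. They were made on sections, so they do not measure how many such cells entered the sorted pools. Fewer macrophages in the pools therefore stay open. Macrophage markers outside the study's list had a camera adjusted p of 0.0961 and a range of 0.00133 to 0.574 over the fits without one replicate, and their median changed sign, from -0.65 without myd88+/+ replicate 3 to 0.17 without myd88-/- replicate 1. The most abundant macrophage marker, cd74a, which is also in the study's list, lay between 340 and 1153. Of those outside it, the 3 under 0.05 adjusted over the list alone were marco, laptm5 and ctss2.2, with log2 fold changes of -1.83, -0.77 and -0.84 and limma adjusted p-values over all genes tested of 0.141, 0.206 and 0.175. The normalized count of c1qc fell from 488 ± 239 to 295 ± 147 (SD, n = 3), within the spread, and lcp1 and coro1a changed by -0.10 and -0.03. Fewer neutrophils stay open too, as only 4 markers could be tested (camera adjusted p 0.234), with cebpa, the most abundant, at 438 to 918. These cell types cannot be told apart from lower expression in endocardial cells here, because the cell of origin of a transcript is not recorded in a pool. A change within endocardial cells, the comparison the design names, was not tested separately.

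One library, myd88-/- replicate 3, stood above the other 5 by more than 2-fold in 252 genes. Examples chosen after their values were seen are pi15a (441, against 46 at most), nppal (467, against 57 at most) and osr1 (390, against 83 at most), and krt4, whose name the enhancer trap line carries, was at 44876 against 12266 to 23289. A deeper library is argued against: its estimated 11485328 reads are not the most of the 6. More epicardial cells and fibroblasts in this pool are a candidate explanation. The 14 markers lay 0.72 (median, log2 scale) above the mean of the other 5 libraries, at the 100th percentile of 10000 random lists matched on mean expression, and 7 of them were above every other library, fn1b at 17292 among them, while krt8 (43070) and dcn (46830), the most abundant, were not. The test was not specific, because the erythroid markers were at percentile 99.99, with 6 of 7 above every other library. Macrophage markers were at percentile 99.95 against the mean of the other 5, but only 2 of 20 were above every other library. Cardiomyocyte markers were at 64.9 and the fibrosis list at 8.02. These percentiles describe this library and take genes as independent.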
